A study of Mus musculus with 2 samples.

How the data were processed

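Single nuclei from mouse cardiac tissue were profiled by RNA sequencing in 2 libraries, 1 from a CF-KI animal or pool and 1 from a control. CF-KI stands for constitutive activation of NLRP3 in cardiac fibroblasts. Both genotypes carried the tamoxifen-inducible Tcf21-MerCreMer driver and received tamoxifen. CF-KI was homozygous for an activating Nlrp3 allele and the control had wild-type Nlrp3. The labels give male mice of the C57Bl6/J strain at 3.5 months of age and a 10x Genomics 3′ v3 kit. How many animals went into a library is not stated there.

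The deposited matrices hold raw UMI counts per gene and barcode, written by Cell Ranger 6.1.1 per the file headers. The deposited counts were whole numbers, with 15077 barcodes for CF-KI and 11257 for the control, and the lowest total per barcode was 500 UMIs in either library. Neither the headers nor the labels state the genome build or the settings of cell calling. Features that share a symbol were summed. Of the 32245 resulting features, 32129 (99.6%) matched GENCODE vM21 on GRCm38 by Ensembl identifier, and positions come from that annotation.

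Barcodes with at least 200 genes and at most 5% mitochondrial UMIs were kept. Doublets were called in each library with Scrublet as in scanpy 1.11.5, with expected rates of 12.0% for CF-KI and 8.96% for the control, set in proportion to the number of barcodes. This left 2144 CF-KI nuclei (14.2% of barcodes) and 6614 control nuclei (58.8%). Because the mitochondrial limit removed most CF-KI barcodes, values without that limit (13749 and 10897 nuclei) are given beside the main ones. The nuclei of both libraries were clustered together on 2000 variable genes, 30 principal components and 15 nearest neighbours with leidenalg 0.10.2 at a resolution of 0.8. Genes of the panels and technical lists, mitochondrial genes and ribosomal protein genes were left out of the variable genes. A cluster took the name of the marker list with the highest mean fold among 15 lists, provided that at least 3 of its markers were raised by a log2 fold of 1 in at least 5% of its nuclei. It stayed unnamed if this failed, if its 10 leading genes held more markers of another list, if most markers of at least 2 other lists were raised too, or if its UMI count was low and no leading gene was a marker of its list. Classes are written with the ending -like because they rest on marker RNA alone.

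Shares use all kept nuclei as the denominator and have exact binomial (Clopper-Pearson) intervals. Expression is CPM, the UMIs of a gene scaled to the same number of non-mitochondrial UMIs per class, with exact Poisson intervals. Log2 ratios of single genes are CF-KI over control with conditional exact binomial intervals. Differences of shares or CPM have square-and-add intervals. All intervals are at 95% and cover counting error only, since nuclei are not replicates. Where a count was 0, the limit is the level that 3 UMIs give. In the planned comparison of Nlrp3 the log2 ratio is undefined for fibroblast-like nuclei, where neither library had a UMI, so the alternatives are compared by the difference in CPM.

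There were 6 gene panels. A panel's value is the median log2 ratio over members with at least 20 UMIs in both libraries together, with 0.5 UMIs added to each count. Its interval comes from 2000 gamma draws per member. Its percentile is that of the median among 10000 random lists of the same size, matched in 20 bins of expression, and describes these libraries alone. Free RNA was estimated as the median, over markers with at least 100 UMIs in the library, of a class's CPM over the whole-library CPM. Cardiomyocyte markers served for the other classes, and the markers of the other classes served for cardiomyocyte-like nuclei. Subtraction takes free RNA to have the make-up of the whole library. Bounds without this assumption, chosen after seeing the data, take free RNA as a single mix per library, so that a class holds at most what the level in each of 3 other classes allows at its share. TMM factors came from edgeR 4.0.16 and median-of-ratios factors from DESeq2 1.42.0, in R 4.3.3.

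With 1 library per group there was no replicate check, so no test, p-value or count of changed genes is given. The panels, marker lists, filters, comparisons and the choice of genes to name were fixed before the data were examined. The named genes are Nlrp3 and Tcf21 in classes with at least 50 nuclei in each library, the 3 highest and 3 lowest members of each panel, and the 5 highest and 5 lowest of all genes with at least 200 UMIs in each of 4 classes, with counts under 3 set to 3. The alternatives were at least 500 genes, no mitochondrial limit, doublets kept, Leiden resolutions of 0.4 and 1.5, separate clustering, named clusters as the denominator, TMM and median-of-ratios scaling, subtraction of free RNA, thinning of each nucleus to 500 UMIs, and panel minimums of 1 and 100 UMIs. A limit of 20% mitochondrial UMIs, panel members under 3 UMIs set to 3, and 3 combinations with no mitochondrial limit were chosen after seeing the data. The combinations were subtraction of free RNA, TMM or median-of-ratios scaling, and leaving out clusters with a median above 50% mitochondrial UMIs. That level of 50% was set when the shares of the 1 cluster it removes were known. Lists of airway secretory, airway ciliated, alveolar and platelet genes were also written after the first results.

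The intervals were tested on simulated data drawn from the real gene means and library sizes, with 200 genes changed 2-fold. For the fibroblast-like comparison with the mitochondrial limit (9000 genes) the direction was right for 86.5% of changed genes and gene intervals held the true value for 97.8% of genes. Without the limit (12648 genes) these were 99.5% and 95.9%, and for cardiomyocyte-like nuclei with the limit (11965 genes) 99.0% and 96.1%. Panel intervals held the true median for 98.5% or more of 200 simulated lists in these comparisons. Each list drew 12 genes at random from all genes, most of them unchanged. Coverage was therefore tested for a median of 0 and not for a panel that shifted. Percentiles of 20 simulated lists of unchanged genes spread widely, from 19.3 to 99.1 (median 64.7), from 3.14 to 98.8 (50.5) and from 0.28 to 98.8 (66.4) in the same order. A single high percentile is therefore weak evidence of a shift. A simulated free RNA share of 40% was estimated at 38.8%. There the control fibroblast-like profile had its cardiomyocyte markers set to 0 and was mixed with the whole-library profile. Both are assumptions of the estimate, so the simulation does not test them.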

Results

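The CF-KI library held 21603653 UMIs in 15077 barcodes and the control library 18040776 UMIs in 11257 barcodes. Median depth was similar, at 1115 and 1158 UMIs per barcode. The median number of genes was 537 in CF-KI and 629 in the control, and 295 and 312 after each barcode was thinned to 500 UMIs. Mitochondrial RNA differed: its median share was 14.2% in CF-KI and 3.46% in the control, and it made up 20.8% and 6.83% of all UMIs. Malat1 made up 22.6% of non-mitochondrial UMIs in CF-KI and 30.3% in the control. A mitochondrial share of at most 5% was found in 15.1% of CF-KI barcodes and 60.9% of control barcodes. Both libraries had the RNA of males, with 2008 and 2025 UMIs of Ddx3y against 46 and 44 of Xist. There was 1 library per group, so every difference below is between these libraries, without a replicate check, and the intervals cover counting error only.

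Without the mitochondrial limit, the median mitochondrial share was higher in CF-KI in each of the 7 classes plotted by class. In fibroblast-like nuclei it was 16.2% in CF-KI and 5.92% in the control, and in cardiomyocyte-like nuclei 7.54% and 0.427%. The limit of 5% therefore kept unequal parts of the classes: 1.30% of CF-KI fibroblast-like nuclei were at or under it, against 38.9% of CF-KI cardiomyocyte-like nuclei and 40.6% of control fibroblast-like nuclei. Part of the cardiomyocyte-like difference came from 1 cluster of that class, with 1830 CF-KI and 231 control barcodes and median mitochondrial shares of 65.7% and 58.4%. Without this cluster the class had medians of 3.88% and 0.378%, and 64.1% of its CF-KI nuclei were at or under the limit.

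**Figure D1:**
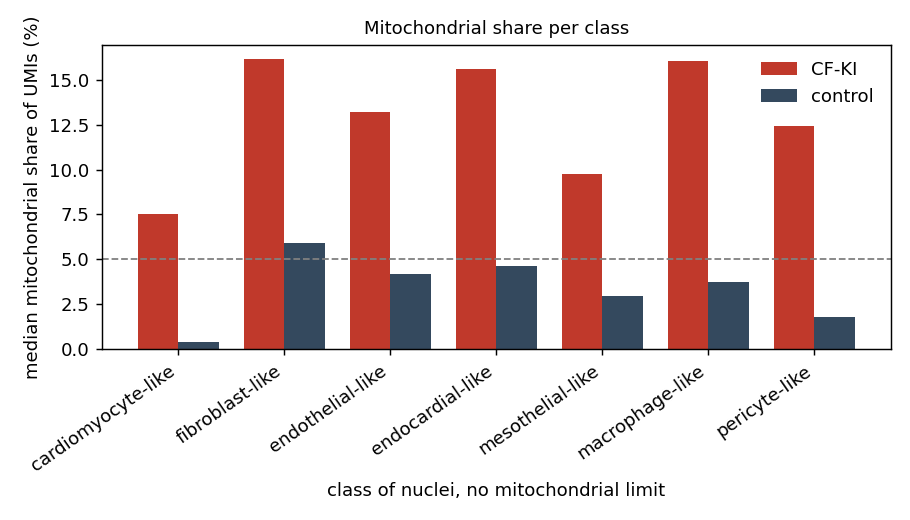
Median mitochondrial share of UMIs (%) per class of nuclei in the CF-KI and control libraries without a mitochondrial limit; the dashed line is the limit of 5%. In fibroblast-like nuclei the bars stand at 16.2% and 5.92%.

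The first comparison concerns the altered gene itself and the gene that drives Cre. Nlrp3 (ENSMUSG00000032691; chromosome 11, 59541568 to 59566956 on the plus strand of GRCm38, from the annotation, as the files name no build) should be activated in cells with Tcf21-driven Cre, and the series record says that the altered allele is silent elsewhere. Among nuclei within the mitochondrial limit, no Nlrp3 UMI was found in the 59 CF-KI or the 1478 control fibroblast-like nuclei, which allows up to 47.1 CPM in CF-KI and 1.97 CPM in the control. A difference was therefore not detectable at this depth. Macrophage-like nuclei had 0 UMIs in 10 CF-KI nuclei and 12 UMIs (22.6 CPM) in 550 control nuclei. Cardiomyocyte-like nuclei had 9 UMIs (2.59 CPM, 1.19 to 4.93) in CF-KI and 0 in the control. This is at least 4.95-fold higher in CF-KI against the level that 3 UMIs give, and the counting interval of the log2 ratio starts at 1.70. No UMI was found in endothelial-like nuclei of either library, and mesothelial-like nuclei had 0 and 2.

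Without the mitochondrial limit, fibroblast-like nuclei had 6 Nlrp3 UMIs (1.74 CPM, 0.637 to 3.78) in CF-KI and 0 in the control, at least 2.38-fold higher in CF-KI against the level that 3 UMIs give. The counting interval of this log2 ratio starts at 0.49, which is less than 2-fold. Cardiomyocyte-like nuclei had 12 and 1 UMIs, a log2 ratio of 3.59 (0.84 to 9.01). In macrophage-like nuclei there were 7 UMIs (12.3 CPM) in CF-KI and 15 (15.8 CPM) in the control, and the log2 ratio of -0.36 (-1.89 to 1.02) was within counting error. Endothelial-like and endocardial-like nuclei each had 4 UMIs in CF-KI and 0 in the control, lymphatic endothelial-like nuclei 2 and 0, and mesothelial-like nuclei 1 and 2. Pericyte-like, adipocyte-like and B cell-like nuclei had none in either library. Over the whole libraries there were 40 and 20 UMIs, a log2 ratio of 0.97 (0.17 to 1.83). The estimated share of free RNA in fibroblast-like nuclei was 39.4% in CF-KI and 17.3% in the control. Tcf21 (ENSMUSG00000045680) in fibroblast-like nuclei had 131.6 CPM in CF-KI and 131.4 CPM in the control without the limit, a log2 ratio of 0.0026 (-0.18 to 0.19), and 8 and 177 UMIs within it, a log2 ratio of 0.11 (-1.12 to 1.12). In the other classes without the limit its CPM was lower, from 7.41 to 29.4 in CF-KI and from 3.52 to 29.1 in the control.

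**Figure D2:**
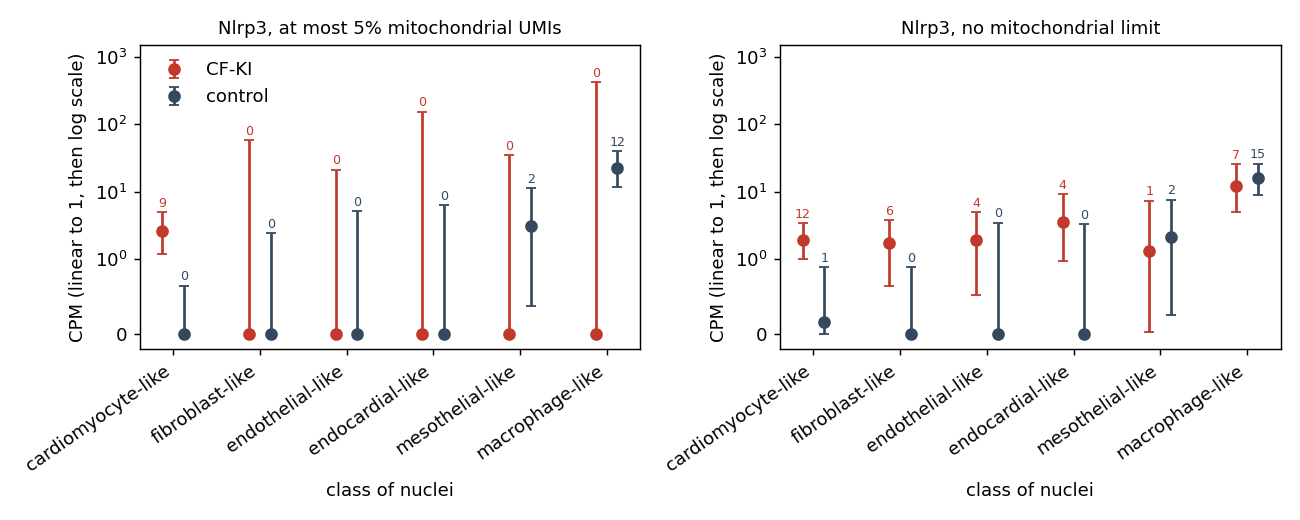
Nlrp3 in CPM (linear to 1 and logarithmic above) by class of nuclei, with and without the limit of 5% mitochondrial UMIs; points are the libraries, bars the 95% exact Poisson intervals, and the numbers the UMIs. Without the limit, CF-KI cardiomyocyte-like nuclei had 12 UMIs and control ones 1, and macrophage-like nuclei had 7 and 15.

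The second comparison asks whether the make-up of the heart's cells differed. Cardiomyocyte-like nuclei were 80.8% (79.1 to 82.5) of the kept CF-KI nuclei and 32.8% (31.6 to 33.9) of the control nuclei, a difference of 48.1 percentage points (46.0 to 50.05). Fibroblast-like nuclei were 2.75% (2.10 to 3.54) and 22.3% (21.3 to 23.4), a difference of -19.6 points. For endothelial-like nuclei the shares were 3.59% (2.84 to 4.47) and 8.21% (7.56 to 8.90), and for macrophage-like nuclei 0.466% (0.224 to 0.856) and 8.32% (7.66 to 9.01), differences of -4.62 and -7.85 points. The mitochondrial limit moved the first 3 of these differences most. Without it, cardiomyocyte-like nuclei were 33.1% and 23.1%, a difference of 10.0 points, and fibroblast-like nuclei 28.4% and 32.7%, a difference of -4.31 points. Both differences were smaller with the cluster of very high mitochondrial share left out. Cardiomyocyte-like nuclei were then 22.8% and 21.4%, a difference of 1.41 points (0.32 to 2.50). Fibroblast-like nuclei were 32.8% and 33.5%, within counting error at -0.66 points (-1.89 to 0.58). A limit of 20% left 5.10 points (3.91 to 6.29) for cardiomyocyte-like and -4.74 points (-6.03 to -3.45) for fibroblast-like nuclei. That limit drops barcodes of very high share too, so the part due to them depends on how they are removed. Without any limit, endothelial-like nuclei changed direction, with 12.97% in CF-KI and 8.20% in the control, and 14.96% and 8.38% with that cluster left out. Macrophage-like nuclei stayed lower in CF-KI, at 3.69% (3.39 to 4.02) against 8.50% (7.98 to 9.04), a difference of -4.80 points (-5.42 to -4.19), and of -4.42 points (-5.07 to -3.77) with the cluster left out. The assignment of nuclei to classes moved this share about as much: with each library clustered on its own within the limit, 74 CF-KI nuclei (3.45%) were macrophage-like instead of 10, a difference of -4.80 points (-5.81 to -3.72). Cybb, Coro1a and Plac8 led that CF-KI cluster, and F13a1, P2ry6 and Ms4a7 the larger control macrophage-like cluster. Coro1a and Plac8 were also leading genes of a control cluster that stayed unnamed. That difference may therefore compare unlike nuclei.

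**Figure D3:**
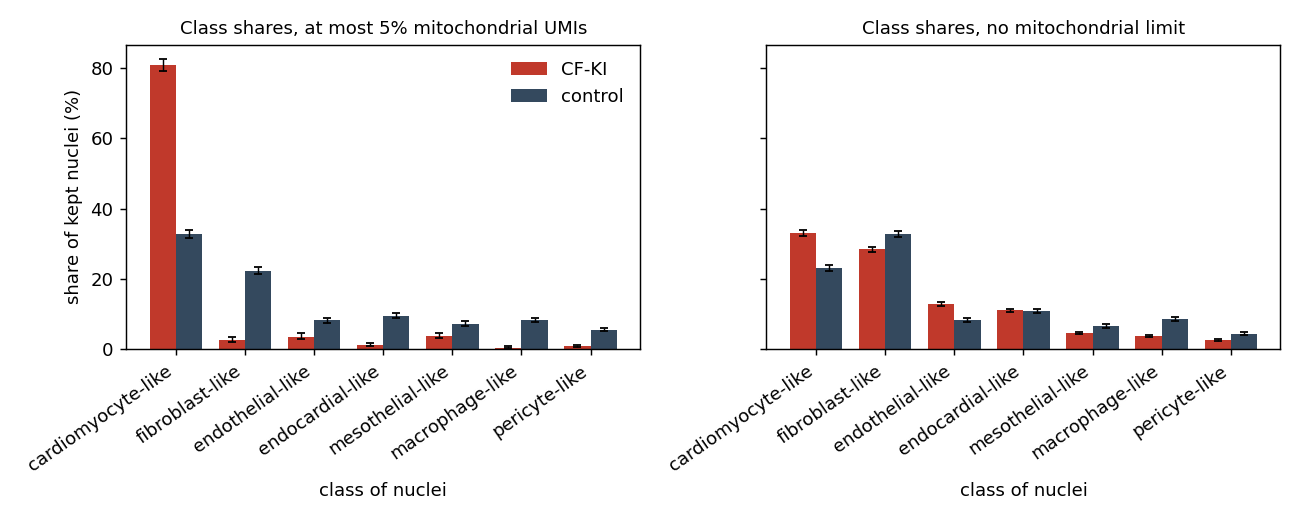
Share of kept nuclei (%) in 7 classes for the CF-KI and control libraries, with and without the limit of 5% mitochondrial UMIs; bars are the shares and error bars the 95% exact binomial intervals. The cardiomyocyte-like share is 80.8% against 32.8% with the limit and 33.1% against 23.1% without it.

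Fibroblast-like nuclei were compared on the panels for inflammasome and interleukin-1 genes, matrix and activation genes, and chemokines and acute phase genes. Within the mitochondrial limit these rest on 63629 UMIs of 59 CF-KI nuclei. The inflammasome panel had a median log2 ratio of 1.05 (0.017 to 1.55; 9 members), at percentile 96.3 of matched random lists (20 simulated lists of unchanged genes reached 99.1), and 0.94 with members under 3 UMIs set to 3, where all genes of the class had a median of 0.64. Under TMM scaling the median was 0.95 (-0.082 to 1.45), and with a minimum of 100 UMIs per member 0.075 (-0.73 to 0.59), so both intervals held 0. With free RNA subtracted it was 1.40 (0.27 to 1.90). The panel's highest members were Casp4 (log2 ratio 1.52, 0.0074 to 2.74), Il33 and P2rx7, and its lowest Gsdmd (-1.67, -6.99 to 0.85), Txnip and Il1r1. Without the limit the median was 0.077 (-0.12 to 0.28; 11 members), at percentile 76.4, with 6 members higher and 5 lower.

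The matrix panel had a median of 0.21 (-0.022 to 0.43; 16 members) within the limit, at percentile 45.7, and 0.27 with members under 3 UMIs set to 3, below the 0.64 of all genes. Without the limit it was -0.59 (-0.62 to -0.49; 18 members), below all 10000 random lists, with 16 members lower in CF-KI under CPM, TMM and median-of-ratios scaling alike. After free RNA was subtracted as well, it was -0.28 (-0.31 to -0.19), at percentile 0.03. Comp changed direction with the limit: its log2 ratio was 4.26 (3.49 to 5.02) from 28 and 35 UMIs within it and -1.53 (-1.93 to -1.15) without it. Postn had -0.65 (-2.29 to 0.60) within the limit and -1.28 (-1.47 to -1.09) without it, from 311 and 899 UMIs. Timp1 (2.46, 0.89 to 3.78) and Ccn2 (1.60, 1.04 to 2.11) were the next highest within the limit, and Ltbp2 (0 and 46 UMIs) and Fap (1 and 131 UMIs; -2.45, -7.77 to 0.049) the lowest. Without it, Acta2 was the highest at 1.00 (0.43 to 1.58) and Ltbp2 had -1.48 (-1.96 to -1.02).

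The chemokine panel had a median of 0.25 (-0.68 to 0.70; 10 members) within the limit, at percentile 69.3. With members under 3 UMIs set to 3 it was 0.82, against 0.64 for all genes. Without the limit it was 0.53 (0.25 to 0.71; 11 members), at percentile 99.95, with 8 members higher and 3 lower. The highest were Ccl2 (log2 ratio 1.40, 1.12 to 1.68; 347 and 157 UMIs), Ccl7 (1.17, 0.74 to 1.61) and Cxcl12 (0.88, 0.62 to 1.14). Lowest were Cxcl14 (-0.50, -0.72 to -0.28), C3 (-0.30, -0.36 to -0.23) and Csf1. Ccl7 had 0 UMIs in CF-KI and 26 in the control within the limit, which at this depth leaves its direction open.

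**Figure D4:**
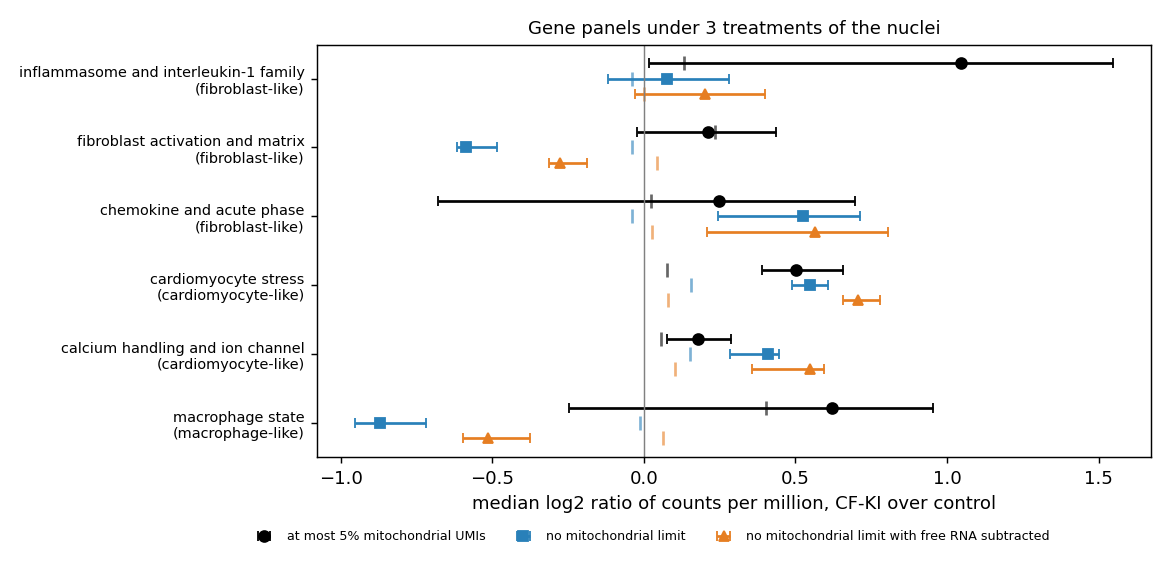
Median log2 ratio of CPM, CF-KI over control, of 6 gene panels with 95% counting intervals, under the limit of 5% mitochondrial UMIs, without it, and without it after subtraction of free RNA; small vertical marks are the medians of matched random lists. The matrix panel is at 0.21, -0.59 and -0.28 and the macrophage state panel at 0.62, -0.87 and -0.51.

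Cardiomyocyte-like nuclei were compared on stress genes and on calcium handling and ion channel genes, the latter in view of the arrhythmia named in the series title. TMM scaling shifted all log2 ratios of this class by -0.15 within the limit and by -0.26 without it, so values are given both ways. The stress panel had a median of 0.50 (0.39 to 0.66; 10 members) in CPM, at percentile 97.8 (20 simulated lists of unchanged genes reached 98.8), and 0.36 under TMM. All 10 members were higher in CPM and 8 were under TMM. Atf3 (1.42, 0.044 to 2.90; 13 and 8 UMIs) and Nppb (0.95, 0.74 to 1.15; 442 and 379 UMIs) were highest in CPM, and Fhl1 (0.073, -0.26 to 0.40) was lowest. Without the limit the median was 0.55 in CPM, at percentile 90.0, and 0.29 under TMM. With the cluster of very high mitochondrial share left out it was 0.39 (0.21 to 0.52) in CPM, at percentile 88.7.

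The calcium and ion channel panel had a median of 0.18 (0.077 to 0.29; 16 members) in CPM, at percentile 80.7, and 0.031 under TMM, where 8 members were higher and 8 lower. Sln (0.77, 0.23 to 1.32), Gja1 (0.70, 0.63 to 0.78) and Casq2 (0.64, 0.49 to 0.80) were highest in CPM. Ryr2 was lowest at -0.46 (-0.50 to -0.42; 6730 and 15312 UMIs), followed by Kcnj2 at -0.38 (-0.73 to -0.033). Without the limit the panel had 0.41 in CPM and 0.15 under TMM, and Ryr2 had -0.38 (-0.41 to -0.34). With the cluster of very high mitochondrial share left out the panel had 0.33 (0.13 to 0.36) in CPM, at percentile 91.3. The libraries differed in mitochondrial RNA and in the share of Malat1. Whether such a difference in RNA make-up moved Ryr2, the stress panel or the calcium panel was not tested.

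The macrophage state panel had a median of 0.62 (-0.25 to 0.95; 8 members) within the limit, from 10 CF-KI nuclei, and -0.17 under TMM, which shifted this class by -0.78. With members under 3 UMIs set to 3 it was 1.11, below the 2.17 of all genes treated in that way. Without the limit it was -0.87 (-0.95 to -0.72), below all 10000 random lists, from 508 and 926 nuclei, and all 8 members were lower in CF-KI under CPM, TMM and median-of-ratios scaling. Cd74 had -0.89 (-1.01 to -0.78), Lyve1 -0.71 (-0.93 to -0.49) and Ccr2 -0.59 (-0.95 to -0.25). After free RNA was subtracted, the median was -0.51 (-0.60 to -0.37).

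Across all genes, the highest in cardiomyocyte-like nuclei within the limit were Dhrs7c (2.52, 2.10 to 2.95; 62.0 against 10.8 CPM), Cox7a1, Uqcr11, Elob and Hbb-bs. The lowest were Scgb1a1 (-7.65, -9.93 to -6.1; 3 and 996 UMIs), Bpifa1 (0 and 445 UMIs), Ucp3 (-3.00, -3.64 to -2.43), Klf10 (-2.54) and Pdk4 (-1.94, -2.35 to -1.56). Bpifa1 was 89.8-fold lower against the level that 3 UMIs give, and the counting interval of its log2 ratio ended at -6.18. In fibroblast-like nuclei Uqcrb, Cox7b, Mb, Atp5e and Myl2 were highest, with log2 ratios from 2.06 to 2.31, of which Mb and Myl2 are muscle genes. Scgb1a1 (7.92-fold lower against the level that 3 UMIs give, log2 interval ending at -2.68), Axl, Gm17167, Prex2 and Rgs17 were lowest there. Endothelial-like nuclei had Hbb-bs (3.86, 3.63 to 4.09), Hba-a1, Hba-a2, Rpl31 and Tnnc1 as the highest and Scgb1a1, Dhrs3 (-1.70), Ogt, Tra2a and Dleu2 as the lowest. Macrophage-like nuclei, with 8849 CF-KI UMIs, had Ftl1 (3.99), Fth1, Tmsb4x, Myl2 and Mb as the highest and F630028O10Rik, Mbnl1, Pnisr, Macf1 and Mycbp2 as the lowest. TMM scaling shifts these values of macrophage-like nuclei by -0.78.

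Without the limit, Gm8797 was the highest gene in cardiomyocyte-like (log2 ratio 5.93, 4.55 to 7.82), fibroblast-like (5.02, 4.07 to 6.17) and endothelial-like nuclei (4.85, 3.72 to 6.31). AA465934 was second in cardiomyocyte-like nuclei (4.76, 3.90 to 5.78). Haemoglobin genes were among the highest in the same classes, with Hbb-bs at 4.58 (4.50 to 4.66) in cardiomyocyte-like nuclei. Gng11, Cox7a1, Ldhb, Chchd10 and Dusp1 were highest in macrophage-like nuclei, with log2 ratios from 1.81 to 1.88, and Ptgds (2.09, 1.49 to 2.73) was second in endothelial-like nuclei. Nppb was raised in fibroblast-like nuclei (2.96, 2.55 to 3.39), a class whose CF-KI nuclei held an estimated 39.4% of free RNA. Scgb1a1 was the lowest gene in cardiomyocyte-like, fibroblast-like, endothelial-like and macrophage-like nuclei. In fibroblast-like nuclei it had 0 UMIs in CF-KI and 1470 in the control, 411.4-fold lower against the level that 3 UMIs give. The counting interval of that log2 ratio ended at -8.38. In cardiomyocyte-like nuclei Bpifa1, Ucp3 (-2.96) and Unc45bos (-2.40) followed, and in endothelial-like nuclei Gm47283 (-1.93), Dhrs3, Meg3 and Rsad2 (-1.23). Next to it in fibroblast-like nuclei were Bpifa1, Scgb3a2, Aspa (-1.74) and Angptl4 (-1.73), and in macrophage-like nuclei Bpifa1, Gm26740 (-1.68), Adap2 (-1.64) and Ly86 (-1.46).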

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

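The test on platelet genes in this part was chosen only after the clusters had been seen.

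A cluster with no named class stood out in CF-KI. Within the mitochondrial limit it held 65 of 2144 CF-KI nuclei (3.03%, 2.35 to 3.85) and 1 of 6614 control nuclei (0.0151%), and haemoglobin made up 89.1% of its non-mitochondrial UMIs in CF-KI. Without the limit the cluster led by haemoglobin genes held 41 of 13749 CF-KI barcodes (0.298%, 0.214 to 0.404) and 2 of 10897 control barcodes (0.0184%), a lower CF-KI share. At a limit of 20% such a cluster held 265 of 9781 CF-KI nuclei (2.71%) and 40 of 10377 control nuclei (0.385%). The size of the difference thus depends on the limit. The haemoglobin cluster drew attention because it belongs to no compared class and lies above the control. Among barcodes without the limit, a second unnamed cluster led by platelet genes held 80 of 13749 CF-KI barcodes (0.582%, 0.462 to 0.724) and 9 of 10897 control barcodes (0.0826%). Blood left in the CF-KI tissue may explain both. Over the whole libraries the 6 platelet genes together had a log2 ratio of 0.68 (0.57 to 0.79), with 2.54 for Ppbp and 2.47 for Gp9 but 0.45 for Pf4, which macrophages express too. Granulocyte markers had 2.79 (2.40 to 3.20), although Csf3r among them had -0.79. The summed levels of both lists move in the direction that blood predicts, though their sizes differ. B cell-like nuclei went the other way without the limit, with 0.473% in CF-KI and 1.22% in the control. Within the limit they had 0.466% and 0.287%, a difference within counting error. A change in blood cells caused by the genotype was not tested and stays open, since each genotype had 1 library.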

How the results depend on the processing

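The 12 results were recomputed under 166 combinations of result and alternative. Of these, 116 stayed within the counting interval of the main value, 47 moved outside it and 3 changed the sign of a value whose interval excluded 0. A further 19, among the 116 and the 47, changed the sign of a value whose interval held 0: 10 of the macrophage state panel, 7 of the matrix panel, 1 of the chemokine panel and 1 of Nlrp3 in macrophage-like nuclei. The 50 values from the limit of 20% mitochondrial UMIs, from members under 3 UMIs set to 3 and from no mitochondrial limit combined with subtraction of free RNA, with TMM or median-of-ratios scaling or with clusters above 50% mitochondrial UMIs left out were chosen after seeing the data.

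The mitochondrial limit had the widest effect. Without it the differences in share were 10.0 points for cardiomyocyte-like, -4.31 for fibroblast-like, 4.76 for endothelial-like and -4.80 for macrophage-like nuclei. At a limit of 20% they were 5.10, -4.74, 5.18 and -5.16. With clusters above 50% mitochondrial UMIs left out, which removed 1 cluster, they were 1.41, -0.66, 6.58 and -4.42, and the fibroblast-like one was within counting error. The endothelial difference thus changed direction from -4.62 in all 3. The limit itself shows the cause, since 4.09% of CF-KI endothelial-like nuclei were at or under 5% against 38.9% of CF-KI cardiomyocyte-like nuclei. Panel medians moved with it too: without the limit to -0.59 for matrix, 0.41 for calcium and ion channels and -0.87 for macrophage state, and at 20% to -0.56, 0.29 and -1.25. With that cluster left out they were -0.59, 0.33 and -0.87. The cause was not tested for the panels.

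With at least 500 genes per nucleus the share differences were 41.9, -16.5, -3.19 and -5.94 points, in the same order, and the macrophage state panel had -1.48. Keeping doublets gave 45.9 points for cardiomyocyte-like nuclei, and counting named clusters only gave 50.4. Clustering each library on its own gave 44.4 points for cardiomyocyte-like, -22.4 for fibroblast-like and -4.80 for macrophage-like nuclei (74 CF-KI nuclei instead of 10), and -1.24 for the macrophage state panel. The CF-KI macrophage-like cluster had other leading genes than the control ones, so the values of -4.80 and -1.24 may compare unlike nuclei. No CF-KI cluster was then named fibroblast-like, which sets the value of -22.4 (a cluster of 110 CF-KI nuclei stayed unnamed because its leading genes held more markers of another list), and the 3 fibroblast panels and Nlrp3 in fibroblast-like nuclei gave no value.

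Subtraction of free RNA within the limit took the matrix panel to 0.54, and thinning took it to -0.031. Without the limit, subtraction gave -0.28 for matrix, 0.71 for cardiomyocyte stress, 0.55 for calcium and ion channels and -0.51 for macrophage state. Setting members under 3 UMIs to 3 gave 0.82 for the chemokine panel and 1.11 for macrophage state, where all genes had 0.64 and 2.17. TMM scaling gave 0.36 for cardiomyocyte stress and 0.031 for calcium and ion channels, and median-of-ratios scaling 0.35 and 0.026. Without the limit, TMM gave 0.29 for stress, -0.56 for matrix and -0.87 for macrophage state, and median-of-ratios scaling 0.28, -0.56 and -0.87. These 2 panels follow the shift of the class's scaling. For the other values here the cause was not tested.

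Over all their alternatives, 6 results kept their sign: the cardiomyocyte-like share (1.41 to 50.4 points), the fibroblast-like share (-22.4 to -0.66), the macrophage-like share (-7.90 to -4.42), the inflammasome panel (0.075 to 1.40), the stress panel (0.28 to 0.71) and the calcium panel (0.026 to 0.55). A kept sign did not always mean an interval clear of 0: that of the fibroblast-like share of -0.66 (-1.89 to 0.58) held 0. So did those of the inflammasome panel under TMM (-0.082 to 1.45) and at a minimum of 100 UMIs (-0.73 to 0.59). The calcium panel's interval under TMM (-0.069 to 0.14) held 0 as well. Under median-of-ratios scaling it did too (-0.074 to 0.14). More inflammasome intervals held 0: at 20% (-0.098 to 0.29), with at least 500 genes (-0.24 to 1.57), under median-of-ratios scaling (-0.060 to 1.47) and after thinning (-0.69 to 1.12). Without the limit that panel's interval held 0 (-0.12 to 0.28), as in every combination with no limit. Beyond the inflammasome panel, the remaining intervals of these results excluded 0. The matrix panel ran from -0.59 to 0.54, the chemokine panel from -0.11 to 0.82 and the macrophage state panel from -1.48 to 1.11. Nlrp3 differed by 0 to 1.74 CPM in fibroblast-like nuclei and by -30.1 to 0.64 CPM in macrophage-like nuclei, where depth limits what can be seen. No paired analysis was possible because each group has 1 library.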

Other observations

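These tests were chosen only after the result was seen: those of the chemokine panel after subtraction of free RNA, of the macrophage-like share, of haemoglobin, of Gm8797 and AA465934 as free RNA, of the bounds on free RNA, of the position of AA465934, of the cardiomyocyte-like share, and of Nlrp3 over 4 classes. The others were set down before their values were seen. Each genotype had 1 library, so a biological effect of the genotype stays open and untested for every pattern below.

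The mitochondrial share was higher in CF-KI in each plotted class. Free RNA from lysed cells may be part of it: among CF-KI fibroblast-like nuclei, cardiomyocyte marker RNA was 1.55-fold (1.51 to 1.60) higher in the 977 nuclei with the highest mitochondrial shares than in the 977 with the lowest. The ratio was 4.12 in CF-KI and 3.33 in control endothelial-like nuclei, and 2.60 and 1.53 in macrophage-like nuclei. In control fibroblast-like nuclei it was 0.955, so the relation did not hold there.

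The matrix panel was lower in CF-KI fibroblast-like nuclei without the mitochondrial limit. After subtraction the panel's median lay -0.17 log2 (-0.25 to -0.069) from that of the fibroblast markers. That correction takes free RNA to have the make-up of the whole library, which was not measured. The strongest dilution that the free RNA shares and the other classes allow would leave -0.054 (-0.12 to 0.037), which reaches 0. The fibroblast markers would then be at 0.14, and the panel's difference from them, -0.20 (-0.28 to -0.082), excludes 0. These measures disagree, so dilution and a change in these nuclei cannot be told apart. The mix of clusters within the fibroblast-like class differed as well. Its largest cluster held 2756 CF-KI and 1965 control nuclei, and the next, led by Gsn and Mfap4, held 1004 and 1498. Whether this mix moved the matrix or the chemokine panel was not tested. For the macrophage state panel the comparison with macrophage markers after subtraction gave -0.19 (-0.38 to -0.0074). Under the strongest dilution this panel stayed below 0, at -0.41 (-0.50 to -0.26). The macrophage markers stayed at -0.26, and the difference of -0.15 (-0.34 to 0.041) reaches 0. Here too the measures disagree, so dilution and a change in these nuclei cannot be told apart. Part of either drop before subtraction was shared with the class markers, whose medians were then -0.37 and -0.70.

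The chemokine panel was higher in CF-KI without the mitochondrial limit and stayed so after subtraction of free RNA, at 0.56 (0.21 to 0.80). Within the limit, subtraction gave -0.11 (-1.19 to 0.80). With the most free RNA that the other classes allow in CF-KI and none in the control, the panel without the limit would have -0.029 (-0.15 to 0.62), so free RNA rich in these genes cannot be told apart from a change in these nuclei. A response to tissue handling cannot be told apart from a genotype effect: immediate early and heat shock genes in the same nuclei had a median of 0.14 (-0.031 to 0.31), with 4 of 7 higher.

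The cardiomyocyte-like share was higher in CF-KI without the mitochondrial limit, by 10.0 points. With the cluster above 50% mitochondrial UMIs left out, 1.41 points (0.32 to 2.50) remained. With a limit of 20%, which also drops barcodes of very high mitochondrial share, 5.10 points (3.91 to 6.29) remained. Such barcodes made up part of the difference, but how much depends on how they are removed. The remainder of 1.41 points is small, its interval covers counting error only, and the level of 50% was set when that cluster's shares were known. Whether those barcodes are nuclei or debris was not tested.

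Macrophage-like nuclei were fewer in CF-KI. The mitochondrial limit is not the cause of all of it, since the difference without it was -4.80 points (-5.42 to -4.19). Clustering each library on its own within the limit gave -4.80 points too (-5.81 to -3.72), so part of the main value of -7.85 depends on how nuclei were assigned to classes. The CF-KI macrophage-like cluster then had other leading genes than the control ones, so unlike nuclei may have been compared. Debris named as another class may lower the share. Per fibroblast-like and endothelial-like nucleus, macrophage-like nuclei had a log2 ratio of -1.22 (-1.38 to -1.06), with 8.92 and 20.8 per 100, but debris in those classes would lower this ratio too, so debris and a real loss cannot be told apart.

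Haemoglobin RNA was higher in CF-KI, with a log2 ratio of 2.73 over the whole libraries. Blood left in the tissue is a candidate explanation, as platelet genes had 0.68.

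The control library held airway RNA. The 6 airway secretory genes had 27531 UMIs in the control and 54 in CF-KI, led by Scgb1a1 (880 and 1.11 CPM) and Bpifa1 (452 and 0 CPM). Lung or airway tissue in the control sample may be the source: alveolar genes together had a log2 ratio of -4.58 (-5.55 to -3.75) and airway ciliated genes -1.55 (-1.67 to -1.43). Heart cells express some of the ciliated list, since CF-KI had 648 UMIs of Tppp3 and 154 of Ccdc39. Of the 282 control UMIs of the alveolar list, Sftpa1 had 172, Sftpd 81 and Sftpc 6, and which part of the lung or airway this is was not tested. A cluster of 112 control and 1 CF-KI barcodes without the mitochondrial limit carried these genes.

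Gm8797 and AA465934 were higher in CF-KI in the classes compared. DNA carried along with the altered Nlrp3 allele could not explain Gm8797 as a neighbour, since it lies on chromosome 3. AA465934 lies on chromosome 11, 23.8 Mb from Nlrp3 on GRCm38, and this distance leaves linkage open, so it cannot be told apart from other causes. Other genes named above lie between Nlrp3 and AA465934: Dhrs7c, Aspa, Adap2, Unc45bos, and Ccl2 and Ccl7, the highest members of the chemokine panel. Linkage was not tested for these genes and stays open for them too. If free RNA had the make-up of the whole library, it would give lower levels than were found: the lowest ratio of the CF-KI level to that prediction over 4 classes was 1.72 (1.51 to 1.95) for Gm8797 and 2.22 (1.45 to 3.25) for AA465934. That make-up was not measured. Per unit of free RNA share, Gm8797 was 2.36-fold (1.996 to 2.79) higher in endothelial-like nuclei than in the next class, which argues against a single free RNA mix as the whole source there. For the other classes, and for AA465934 with CF-KI levels from 45.7 to 54.7 CPM over the 4 classes, free RNA and transcription in these nuclei cannot be told apart. Reads shared with related genes and strain differences were not tested.

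Nlrp3 UMIs appeared in CF-KI cardiomyocyte-like nuclei, where the altered allele is described as silent. Free RNA from macrophages may account for part of them: macrophage marker RNA predicted 3.97 UMIs (1.60 to 8.19) against 12 counted (6.20 to 21.0). The intervals overlap, so this source and transcription in these nuclei cannot be told apart. Fibroblast-like nuclei had 6 UMIs against 2.005 predicted, endothelial-like 4 against 1.16 and endocardial-like 4 against 0.79. Over these 4 classes 7.93 (3.19 to 16.3) were predicted and 26 (17.0 to 38.1) counted. Without fibroblast-like nuclei the prediction reached 12.2 and the interval of the 20 counted began at 12.2. In the control 3.40 were predicted and 1 was counted. The prediction takes macrophage RNA outside these nuclei to have the make-up of macrophage-like nuclei, which was not measured, so free RNA from macrophages stays open for the 4 classes too. For CF-KI it rests on the 7 Nlrp3 UMIs of macrophage-like nuclei, where the altered allele is described as silent as well. Those 7 UMIs are thus left unexplained in the same way, and their source was not tested. RNA of other immune cells was not tested.

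Of the lists used as checks, the sex genes together had a log2 ratio of -0.081 and the immediate early and heat shock genes 0.027 over the whole libraries. By class without the mitochondrial limit, the medians of the immediate early and heat shock genes went both ways. They were -0.37 (-0.76 to -0.15) in endothelial-like and 0.23 (0.0031 to 0.78) in cardiomyocyte-like nuclei. In fibroblast-like nuclei the median was 0.14 (-0.031 to 0.31), and in macrophage-like nuclei 0.17 (-0.16 to 0.49).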
